A study of Homo sapiens with 25 samples. Its data were reported in "RAS mutations drive proliferative chronic myelomonocytic leukemia via a KMT2A-PLK1 axis" (2021).

How the data were processed

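RNA was sequenced from peripheral blood mononuclear cells, the fraction of blood that holds monocytes and lymphocytes together with circulating immature cells, of persons with chronic myelomonocytic leukemia (CMML). The labels place 14 libraries in the proliferative class (pCMML) and 11 in the dysplastic class (dCMML), which differ in the white blood cell count at diagnosis. Libraries are named by class and a replicate number given in accession order, so a number names a library and pairs nothing. The class sizes given by the labels differ from those the study describes, so the groups compared there are not the same, and which libraries they hold is not given in the sources used here. The labels do not give the RAS pathway mutation status of a library, and no comparison by mutation was made.

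The authors' deposited table holds whole-number counts of reads per gene for each library, made with featureCounts from aligned reads of stranded total RNA libraries, and it holds the summed exon length of each gene in base pairs as the authors' counter gave it. The paper's methods describe a pipeline with TopHat on GRCh37 and another with HISAT2 on GRCh38. The coordinates in the table reach position 249231242 on chromosome 1, past the 248956422 bases of that chromosome in GRCh38, so the positions given here are those of the table and are on GRCh37. Counts were used as deposited. Genes at 2 counts outnumbered genes at 1 count in all 25 libraries, with a median ratio of 2.34, as would follow if both mates of a read pair were counted. Whether both were counted is not given in the sources used here, and the fit was repeated with counts halved and rounded to whole numbers.

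The table has 63568 genes, and none lacks an identifier. Of their Ensembl identifiers, 52181 matched a human gene name table and 39699 had a symbol, with 939 genes sharing a symbol with another. The gene type and symbol came from a GRCh38 annotation matched by identifier, and no coordinate was taken from it. KMT2B is represented by 2 gene models at the same position. The model whose identifier carries the symbol has a summed count of 0 and the other has 808, so reads over this gene could not be assigned and it was not analysed here. UHRF1 and TRAC, each a member of a gene list, had no match.

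Differences between classes were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10), libraries were scaled by TMM, and a quasi-likelihood F test was fitted to all 25 libraries with class as the only term. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Log2 fold changes are pCMML minus dCMML, and standard errors (SE) were derived from the fold change and its F statistic. Expression is given as TMM-scaled CPM, mean ± SD over libraries, and log2 CPM used a prior count of 2. Counts were simulated for 21364 genes in the same 14 and 11 libraries, with 200 genes of a mean CPM above 1 changed by a log2 fold change of 2. The test recovered 92.5% of the changed genes, and 3.65% of its calls were false. Genes were simulated independently, without runs or outlying libraries, so these rates need not hold for the data.

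The genes named are those of 3 lists of genes that the study discusses, the 3 genes with the lowest p in each direction, and the 5 with the largest change in each direction among genes past the threshold with a mean CPM of at least 1. The last parts of that rule took only autosomal protein-coding genes with a symbol. The study lists hold mitotic genes (WEE1, PLK1, PLK2, AURKA, CHEK1, CDC45 and RPA3), histone H3 lysine 4 methylation genes (KMT2A, KMT2B, KMT2C, KMT2D, SETD1A, SETD1B and MEN1) and RAS pathway genes, among them NRAS, CBL, PTPN11 and NF1. Some genes that this rule picks are not reported here, and the counts and adjustments include them. The mitotic list was picked by the study from these samples, so its adjustment over the list alone is not independent evidence.

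A further 11 lists were tested as sets with camera in limma 3.58.1 on voom log counts, with a preset correlation between genes of 0.01, and with fry. These were G1/S genes (41 tested), G2/M genes (52), ERK target genes (8), stem and progenitor genes (9), granulocyte precursor genes (10), and markers of monocytes (9), T cells (9), B cells (8), NK cells (7), erythroid cells (7) and platelets (6). AURKA and ANP32E are in the G2/M list, CDC45 in the G1/S list, SPINK2 in the stem and progenitor list, CTSG in the granulocyte precursor list, and PRF1 and GNLY in the NK cell list. The score of a list is the mean over its genes of the z-scored log2 CPM.

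Library measures were compared with 2-sided permutation tests of the difference in means (100000 permutations, or all of them where a group had under 10 libraries). They were the total count, genes detected after thinning every library to 17586556 counts, the mitochondrial share, the share of the 10 highest genes, and the shares of hemoglobin genes and of 373 olfactory receptor genes. The olfactory receptor share was taken as a measure of background reads. Whether blood cells express some of these genes was not tested. The share of the squared distance between libraries explained by class used the 500 most variable genes and permutations of the class labels. Correlations across libraries are Pearson's r and Spearman's rho with permutation p. Python 3.11.15 with scipy 1.17.1 was used for these.

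Batches are not given in the labels used here. The share of counts on an unplaced contig that carries ribosomal RNA genes was seen along the numbers in the sample titles. So was the rank correlation with gene length of expression relative to each gene's median over the libraries. After that, the title numbers were divided into 3 runs, 1 to 9 (run A), 10 to 21 (run B) and 22 to 25 (run C). The ranges of the contig share overlap between runs. Those of the length correlation overlap between runs A and C, and run B lies below both. This grouping is an inference from the tables and not a recorded batch. Libraries were also compared for duplicates. The most alike pair of one class had a Spearman correlation of 0.972 and a chi-square of 95.2 per degree of freedom over its genes, so no library was counted more than once.

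The classes, the tests, the gene lists, the rule for named genes and the following alternatives were fixed before the data were examined. They were other scalings (RLE size factors, upper quartile, library size only), no low-count filter or a filter of 1 CPM in 11 libraries, DESeq2 1.42.0, limma-voom with quality weights, thinning to the smallest library, leaving out mitochondrial, X and Y genes, covariates (olfactory receptor share, mitochondrial share, T cell and monocyte scores, G2/M score, or 2 surrogate variables from sva 3.50.0), and leaving out each library in turn. Alternatives chosen after seeing the data were the run as a factor, run A or run B alone, leaving out pCMML 1 and 12 or dCMML 10, the granulocyte precursor score and each library's gene-length trend as covariates, halved counts, DESeq2 without a filter, further fits combining these, and permutation tests of the list scores. The set tests with T cell and monocyte scores as covariates, by camera and by fry, were also chosen after seeing the data. In the edgeR fits, genes of a score were left out of the fit that used it as a covariate. In the set tests they were kept, so a list tested with its own score as a covariate has a mean change set near 0 and gives no evidence.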

Results

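RNA sequencing of peripheral blood mononuclear cells was available for 25 CMML libraries, 14 pCMML and 11 dCMML. The total count per library ranged from 17.6 M to 69.1 M, with a median of 37.6 M. The mean was 37.8 ± 14.2 M (SD, n = 14) in pCMML and 47.0 ± 13.2 M (SD, n = 11) in dCMML, a difference within the spread between libraries (adjusted p = 0.216 over 6 library measures, permutation test). In total 21733 genes passed the low-count filter.

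Technical measures were compared before gene expression. The mitochondrial share was 1.35 ± 0.523% in pCMML (SD, n = 14) and 0.847 ± 0.226% in dCMML (SD, n = 11), and 11 of the 14 pCMML libraries lay above the dCMML median (adjusted p = 0.0374, permutation test). This difference depended on the libraries used, since it was 0.00700 percentage points in run A (adjusted p = 0.937, exact permutation test) and 0.476 in run B (adjusted p = 0.0833, exact permutation test), and its adjusted p rose above the threshold when any of 12 single libraries was left out. The adjusted p over all 29 alternatives ranged from 0.0127 to 0.937. Counts in olfactory receptor genes were 30.6 ± 29.1 CPM in pCMML and 12.3 ± 5.004 CPM in dCMML (adjusted p = 0.0752, permutation test). Genes detected at equal depth were 30709 ± 6386 in pCMML and 28882 ± 1679 in dCMML (adjusted p = 0.621), the 10 highest genes held 27.1 ± 7.74% and 28.8 ± 7.09% of counts (adjusted p = 0.709), and hemoglobin genes held 685 ± 798 and 598 ± 667 CPM (adjusted p = 0.780).

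A pair of pCMML libraries lay apart from the others in the background measures. At equal depth, 44183 genes were detected in pCMML 1 and 45923 in pCMML 12, against 25840 to 32622 in the other 23 libraries. The same pair held 75.2 and 111 CPM in olfactory receptor genes, against 5.53 to 43.8 CPM in the others. Of the 373 olfactory receptor genes, 81.0% had at least 1 count in pCMML 1 (exact 95% interval 76.6 to 84.8%, counting error only). Without this pair, the difference in genes detected at equal depth between pCMML and dCMML was -563, which is within the spread between libraries (adjusted p = 0.687, permutation test). Counts in olfactory receptor genes without the pair were 20.2 ± 10.7 CPM in pCMML, and 9 of the 12 remaining pCMML libraries lay above the dCMML median (p = 0.0300, adjusted p = 0.0900, permutation test).

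**Figure D1:**
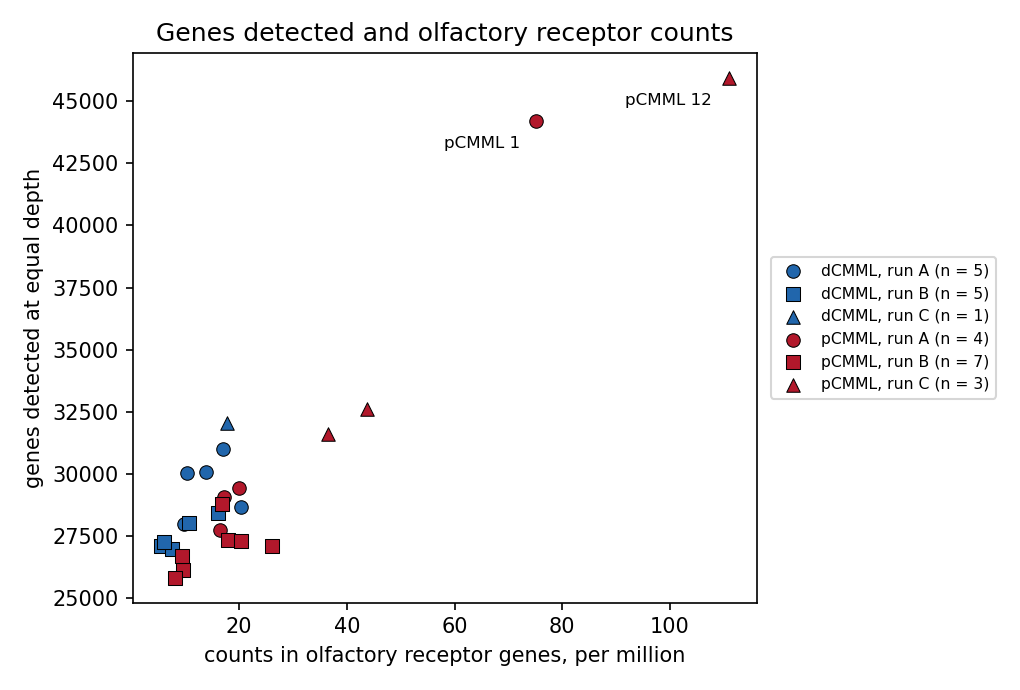
Genes detected after thinning every library to the same depth (vertical axis) against counts in olfactory receptor genes in CPM (horizontal axis), with 1 point per library, colored by class and shaped by run of title numbers. pCMML 1 and pCMML 12 lie at 44183 and 45923 genes, and the other 23 libraries at 25840 to 32622.

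The runs of title numbers differed in the share of counts on the ribosomal RNA contig. It was 2.78 ± 1.63% in run A (SD, n = 9), 9.74 ± 2.88% in run B (SD, n = 12) and 5.44 ± 3.62% in run C (SD, n = 4). Expression relative to each gene's median over the libraries was also correlated by rank with gene length. This correlation lay between 0.0469 and 0.247 in run A and between -0.332 and 0.0299 in run B. Its sign is relative to the other libraries. Both classes were present in each run, with 4 pCMML and 5 dCMML libraries in run A, 7 and 5 in run B, and 3 and 1 in run C, which is too few for a value within run C.

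The study clustered its libraries without supervision. Here class explained 20.2% of the squared distance between libraries over the 500 most variable genes (p = 0.0001, the smallest the permutation test can give). The share was lowest, 14.8%, with a prior count of 0.5 (p = 0.0002, permutation test), and p remained 0.0001 when labels were permuted within runs. The runs themselves explained 10.9% (p = 0.139, permutation test). The first principal component held 27.9% of the variance, and its score was 18.7 ± 14.9 in pCMML (SD, n = 14) and -23.8 ± 14.6 in dCMML (SD, n = 11; p = 1e-05, the smallest that 100000 permutations can give). It was above 0 in 12 of the 14 pCMML libraries and in 1 of the 11 dCMML libraries.

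**Figure D2:**
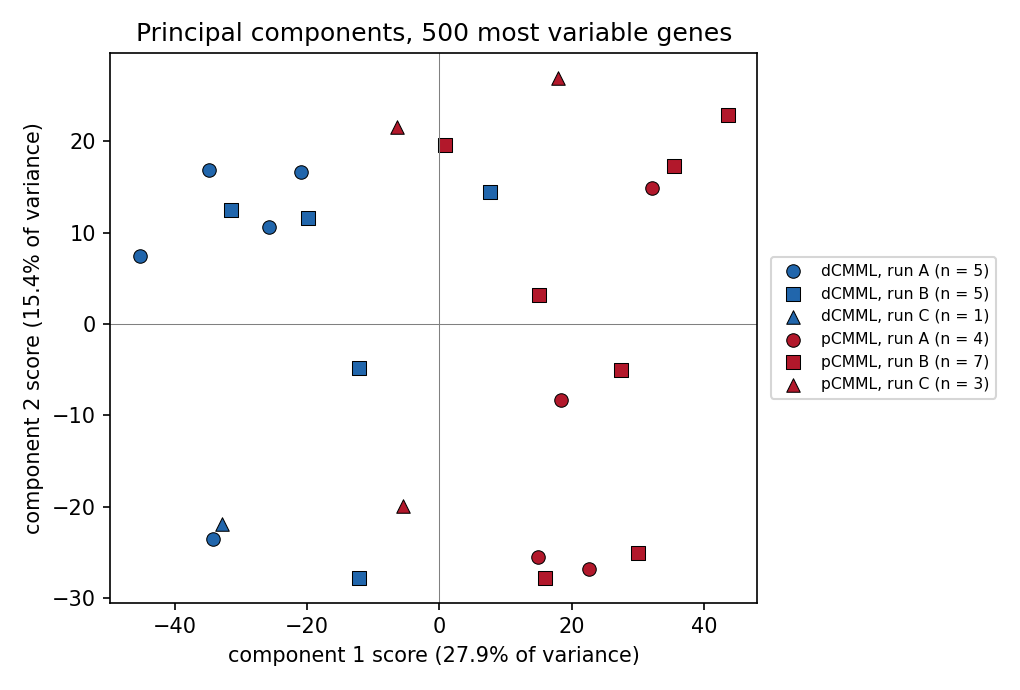
Scores of the 25 libraries on the first (horizontal axis, 27.9% of variance) and second (vertical axis, 15.4%) principal components of log2 CPM of the 500 most variable genes, 1 point per library, colored by class and shaped by run. Of the pCMML libraries, 12 of 14 lie above 0 on the first component, as does 1 of the 11 dCMML libraries.

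The main comparison asked which genes differ in expression between proliferative and dysplastic disease. By edgeR's quasi-likelihood test, 2710 genes were higher and 2644 lower in pCMML at an adjusted p under 0.05. With an absolute log2 fold change of at least 1, the numbers were 1197 and 722. Of the 5354 calls, 50.6% were higher in pCMML, and the other scalings gave 52.7 to 56.4%. The setting that moved the number of higher genes most, as a ratio, was the granulocyte precursor score as a covariate, with 425 higher and 673 lower genes. The largest number came from leaving out the low-count filter, which gave 10336 higher and 3222 lower genes (76.2% higher). Of those 10336, 2813 were called again without pCMML 1 and 12. Within run A alone, 867 genes were higher and 132 lower, and within run B alone 1967 were higher and 2165 lower. With the run as a factor the numbers were 2856 and 3227, and 5001 of the 5354 calls were made again in the same direction.

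The genes with the lowest p did not overlap the median of the other class. ANP32E (chromosome 1, 150190717 to 150208504) had 133 ± 53.0 CPM in pCMML and 45.9 ± 9.34 in dCMML, a log2 fold change of 1.53 (SE 0.19, adjusted p = 6.22e-05), and all 14 pCMML libraries lay above the dCMML median. SVIP (chromosome 11, 22835345 to 22851845) rose by 2.15 (SE 0.27) and EMB (chromosome 5, 49692026 to 49739082), at 933 ± 343 against 305 ± 80.1 CPM, by 1.61 (SE 0.21), with the same adjusted p and in all 14 libraries. In the other direction, FAM53B (chromosome 10, 126307861 to 126432838) had 32.9 ± 9.02 CPM in pCMML and 83.2 ± 24.6 in dCMML, a log2 fold change of -1.34 (SE 0.17, adjusted p = 6.22e-05). XPC changed by -1.01 (SE 0.15, adjusted p = 0.000189). None of the 14 pCMML libraries lay above the dCMML median for FAM53B or XPC. ANP32E, SVIP, EMB, FAM53B and XPC passed the threshold under every alternative in which they were tested, with an adjusted p of at most 0.0330, for XPC.

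The largest increases among genes with a mean CPM of at least 1 included a gene of the granulocyte precursor list and one of the stem and progenitor list. CTSG, which encodes the granule protease cathepsin G (chromosome 14, 25042728 to 25045466), had 590 ± 960 CPM in pCMML and 19.4 ± 22.9 in dCMML, a log2 fold change of 4.93 (SE 0.93, adjusted p = 0.000835). IGLL1 changed by 4.67 (SE 0.96), OTOF by 4.59 (SE 1.005), RNASE3 by 4.37 (SE 0.72) and SPINK2 by 4.27 (SE 0.90), with adjusted p between 0.000341 and 0.00227. Without pCMML 14 the change of OTOF was 3.13 (adjusted p = 0.00553), and under DESeq2 it was 3.08. With each library left out in turn, CTSG lay between 4.20 and 5.33, RNASE3 between 4.03 and 5.02 and SPINK2 between 3.65 and 4.66, all past the threshold. Over these 5 genes, 11 to 14 of the pCMML libraries lay above the dCMML median. RNASE3 belongs to a family of closely similar ribonuclease genes, so its count is uncertain to the extent that reads could be shared. With the G2/M score as a covariate the change of CTSG was -0.13 (adjusted p = 0.941), and it lay between -0.13 and 6.49 over 49 alternatives, with adjusted p from 9.21e-09 to 0.941.

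The largest decreases included PRF1 and GNLY of the NK cell list, and their size rested on dCMML 10. IL2RB changed by -3.71 (SE 0.67, adjusted p = 0.000600), PRF1 by -3.47 (SE 0.62, adjusted p = 0.000541), SPTSSB by -3.44 (SE 0.89, adjusted p = 0.00715), GNLY by -3.12 (SE 0.78, adjusted p = 0.00584) and TBX21 by -3.07 (SE 0.55, adjusted p = 0.000546). Without dCMML 10 the changes were -1.998 for IL2RB, -2.05 for PRF1 and -1.94 for TBX21, still past the threshold (adjusted p = 0.00185, 0.00139 and 0.00126). For SPTSSB and GNLY they were -1.19 (adjusted p = 0.193) and -1.09 (adjusted p = 0.142), no longer past it. Over all alternatives the highest adjusted p of these 5 genes lay between 0.161 for TBX21 and 0.902 for GNLY. For IL2RB, PRF1 and TBX21, none of the 14 pCMML libraries lay above the dCMML median.

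PLK1, a kinase of mitotic entry, is the gene the study follows as a target downstream of RAS signaling. PLK1 (chromosome 16, 23688977 to 23701688) had 3.18 ± 3.31 CPM in pCMML (SD, n = 14) and 1.24 ± 1.77 in dCMML (SD, n = 11), with 6 to 802 counts per library. The log2 fold change was 1.38 (SE 0.56, p = 0.0205), with an adjusted p of 0.0708 over all genes tested, above the threshold, and 0.0205 adjusted over the list alone. In 12 of the 14 pCMML libraries PLK1 was above the dCMML median. The value depended on the setting. Under DESeq2 the log2 fold change was 1.39 (adjusted p = 0.0272), and without dCMML 10, which had 6.41 CPM against at most 1.84 in the other 10 dCMML libraries, it was 2.15 (adjusted p = 0.00487). With the G2/M score as a covariate it was -0.72 (adjusted p = 0.194). That score differs between the classes and rises with PLK1 (r = 0.857 over 25 libraries). This covariate would therefore also remove a true difference in PLK1 that other division genes share. The adjusted p ranged from 0.00294 to 0.956 over 50 alternatives.

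PLK1 also differed between runs. In run A, all 4 pCMML libraries lay above all 5 dCMML libraries, with a difference in mean log2 CPM of 3.21 (p = 0.00794, exact permutation test, the smallest the design allows). In run B the difference was 0.44 (7 against 5 libraries, p = 0.603, exact permutation test), with 6 of the 7 pCMML libraries above the dCMML median. The value in run B rests on dCMML 10, since the log2 fold change of PLK1 in the edgeR fit was 0.19 in run B (adjusted p = 0.876) and 1.38 in run B without that library (adjusted p = 0.190). In log2 CPM over all libraries the difference was 1.30 (p = 0.0268, permutation test). In a fit over both runs, the interaction of run and class for PLK1 was -3.29 on the log2 scale with an unadjusted p of 0.00419, an adjusted p of 0.178 over all genes and 0.0383 over the 18 study genes. Without dCMML 10 it was -2.12, with an adjusted p of 0.120 over the study genes. Across all genes, 2 genes passed the threshold for this interaction, and 3167 of 21212 had an unadjusted p under 0.05.

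**Figure D3:**
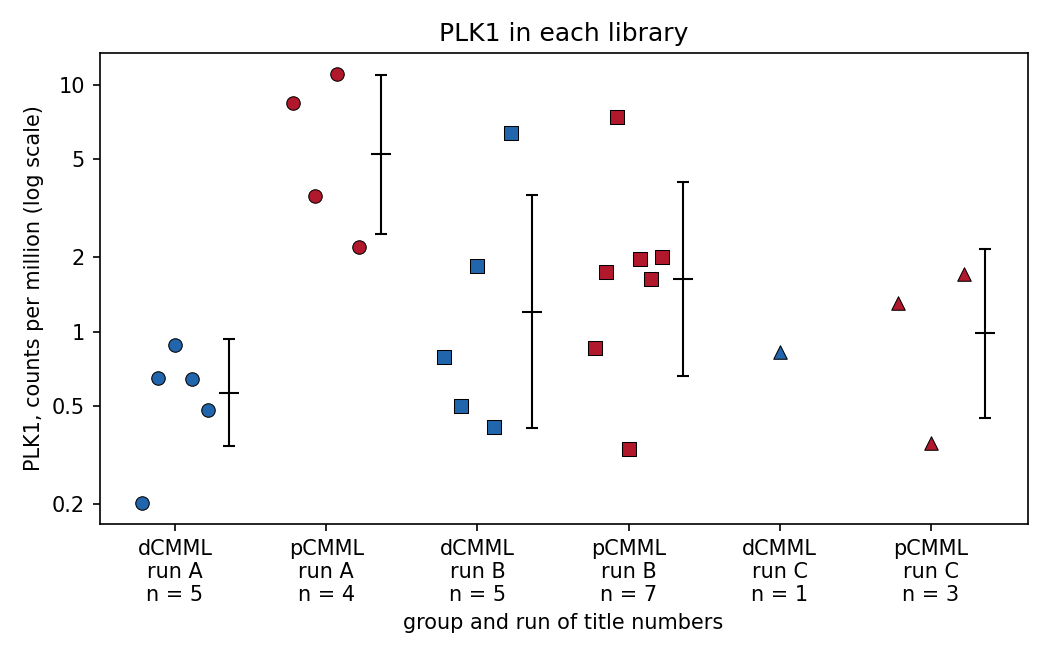
PLK1 in CPM (vertical axis, log scale) in each library by class and run of title numbers (horizontal axis). Points are libraries, and the horizontal ticks with bars give the mean ± SD on the log2 scale where a group has more than 1 library. In run A all 4 pCMML libraries lie above all 5 dCMML libraries, and in run B the classes overlap, with dCMML 10 at 6.41 CPM.

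Of the 18 study genes that could be tested, 8 passed the threshold over all genes tested. Among the mitotic genes, CHEK1 changed by 1.88 (SE 0.37, adjusted p = 0.00103), from 3.41 ± 2.82 CPM in dCMML to 12.5 ± 7.36 in pCMML, with all 14 pCMML libraries above the dCMML median. CDC45 changed by 2.28 (adjusted p = 0.0119), WEE1 by 1.38 (adjusted p = 0.0158), AURKA by 1.20 (adjusted p = 0.0121) and RPA3 by 0.79 (adjusted p = 0.0158). PLK2 changed in the other direction, by -1.03 (SE 0.32, adjusted p = 0.0190), and was lower in 13 of 14 pCMML libraries than the dCMML median. In run B alone WEE1 (0.62, adjusted p = 0.427), CDC45 (1.37, adjusted p = 0.240) and AURKA (1.11, adjusted p = 0.0872) did not pass. In run A alone PLK2 (-0.81, adjusted p = 0.488) and RPA3 (0.35, adjusted p = 0.488) did not pass, and in run B both did. The interaction of run and class was -2.24 for WEE1 and -3.27 for CDC45, each with an adjusted p of 0.0383 over the 18 study genes, and of 0.205 and 0.206 over all genes. All 7 mitotic genes passed when adjusted over the list alone. With the granulocyte precursor score as a covariate, 1 of the 18 study genes passed, and with the G2/M score 2 of 17. Both scores differ between the classes, so these fits could also remove true differences in the mitotic genes.

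Among the histone methylation genes, MEN1, which encodes menin, was lower in pCMML (log2 fold change -0.69, SE 0.22, adjusted p = 0.0227, and 0.0224 adjusted over the list alone), at 4.04 ± 1.74 against 6.54 ± 1.94 CPM. This difference was absent in run A (0.02, adjusted p = 0.984) and present in run B (-1.22, adjusted p = 0.0152). The interaction of run and class for MEN1 was -1.24 (unadjusted p = 0.00439, adjusted p = 0.180 over all genes). Without dCMML 10, the change of MEN1 was -0.57 (adjusted p = 0.0513). KMT2A was at 75.7 ± 30.9 CPM in pCMML and 92.9 ± 38.7 in dCMML, with a log2 fold change of -0.30 (SE 0.22, adjusted p = 0.337). It passed as lower in 3 of 50 alternatives, with the olfactory receptor share as a covariate (-0.65, adjusted p = 0.0291), under voom with quality weights (-0.51, adjusted p = 0.0414) and in run B (-0.41, adjusted p = 0.0429), and its adjusted p reached 0.997. KMT2C, KMT2D, SETD1A and SETD1B lay between -0.18 and -0.45 and did not pass. SETD1A passed as lower in 7 alternatives, among them voom with quality weights (adjusted p = 0.00592), the olfactory receptor share (0.0106), run B (0.0261) and leaving out pCMML 1 (-0.63, adjusted p = 0.0316). SETD1B passed in 2 and KMT2D in 1, each with the olfactory receptor share (adjusted p = 0.00791 and 0.0328). Adjusted over the list alone, 1 of these 6 genes passed. With its own groups, the study found KMT2A and MEN1 RNA higher in RAS-mutant pCMML than in controls. It found neither to differ statistically from RAS wild-type dCMML.

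Among the RAS pathway genes, NRAS was higher in pCMML by 0.44 (SE 0.15, adjusted p = 0.0394, and 0.0431 adjusted over the list alone), at 96.5 ± 22.9 against 71.3 ± 18.05 CPM. Its adjusted p was above the threshold when any of 12 single libraries was left out, with changes of 0.36 to 0.50 and adjusted p of 0.0133 to 0.0735 over all 25 such fits. It did not pass in 21 of all 50 alternatives, among them scaling by library size only (adjusted p = 0.148), no low-count filter (0.102), the mitochondrial share as a covariate (0.182), run A (0.22, adjusted p = 0.771) and run B (0.59, adjusted p = 0.0691). CBL, PTPN11 and NF1 changed by -0.32, -0.13 and 0.11 and did not pass (adjusted p = 0.271 to 0.683). Adjusted over the list alone, NRAS was the only gene of the list that passed.

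Gene sets were tested because mononuclear cells are a mixture and because the study traced the difference to cell division. By camera, 4 of the 11 lists were higher in pCMML. The G2/M list had a median log2 fold change of 1.996 over 52 genes, 47 of them higher (adjusted p = 2.41e-22), and the G1/S list 1.502 over 41 genes, 37 higher (adjusted p = 1.50e-17). The granulocyte precursor list had a median of 3.63, with all 10 genes higher (adjusted p = 7.14e-10), and the stem and progenitor list 1.84, with all 9 genes higher (adjusted p = 0.00170). Lower in pCMML were the T cell list, with a median of -1.51 over 9 genes (adjusted p = 0.000307), and the NK cell list, with -1.60 over 7 genes (adjusted p = 0.00270). The ERK target (adjusted p = 0.711), B cell (0.336), erythroid (0.531) and platelet (0.753) lists did not pass, nor did the monocyte list (0.867), whose mean was 0.04 and median -0.09. In the edgeR fit the medians of the monocyte and ERK target lists were 0.09 and 0.00, so no direction is given for these. The 6 lists that passed kept the sign of their median under all 4 scalings.

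Camera with a preset correlation gave the smallest p, and the lists were tested in other ways. All 6 calls held under fry, with an adjusted p of 0.000209 for G2/M and granulocyte precursors and 0.0165 for NK cells, and none held under camera with an estimated correlation (adjusted p = 0.174 to 0.304). A permutation test of the mean list score between classes passed for all 6, with a difference in G2/M score of 1.07 (adjusted p = 0.00066, permutation test) and of 1.33 for granulocyte precursors (adjusted p = 0.00066, permutation test). For both the G2/M and the granulocyte precursor score, all 14 pCMML libraries lay above the dCMML median. Over 13 alternatives the adjusted p for the G2/M list ranged from 2.30e-48 in run A to 0.485 by fry with the granulocyte precursor score as a covariate.

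**Figure D4:**
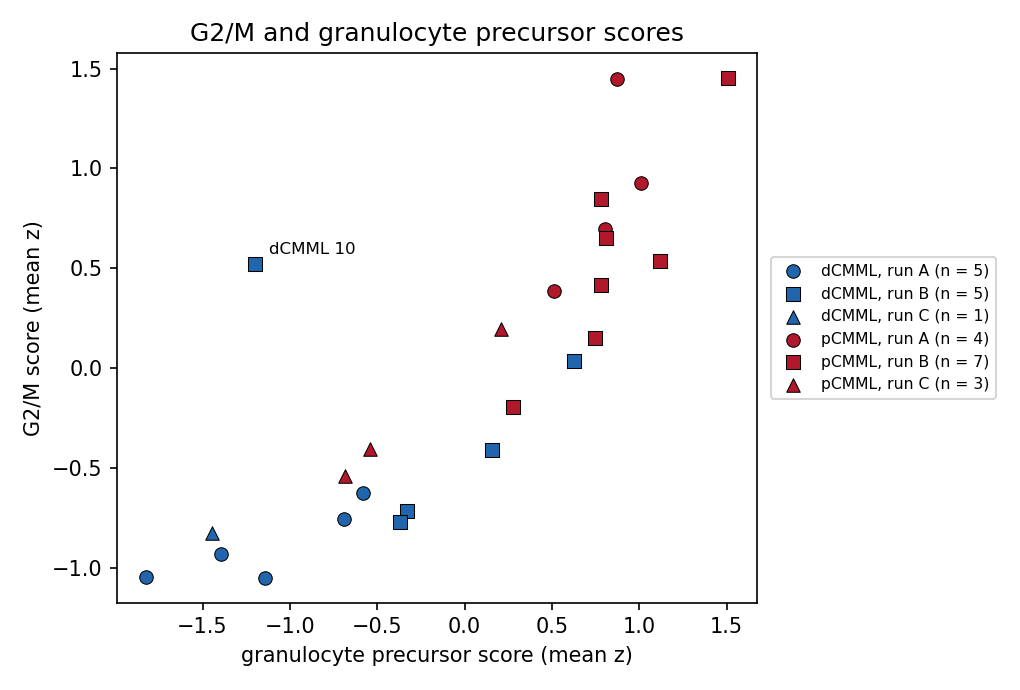
G2/M score (vertical axis, mean z) against granulocyte precursor score (horizontal axis, mean z), with 1 point per library, colored by class and shaped by run. Within pCMML r was 0.864 (n = 14, p = 6e-05, permutation test), and within dCMML 0.403 (n = 11, p = 0.222, permutation test), where dCMML 10 lies at -1.20 on the horizontal axis.

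The study linked PLK1 to KMT2A by KMT2A occupancy at the PLK1 promoter, knockdown of KMT2A and an inhibitor of its interaction with menin. A correlation of RNA levels across libraries does not test that link. PLK1 was correlated with KMT2A, MEN1 and the G2/M and stem and progenitor scores across libraries, pooled and within each class (12 relations). With KMT2A, r was -0.0684 over 25 libraries (rho = -0.137, adjusted p = 0.813, permutation test), 0.242 within pCMML (rho = 0.231, adjusted p = 0.667) and -0.228 within dCMML (rho = -0.282, adjusted p = 0.687). With the G2/M score, which does not include PLK1, r was 0.857 over 25 libraries (rho = 0.826, p = 1e-05, adjusted p = 0.00012, permutation test) and 0.829 within pCMML (rho = 0.824, p = 0.00046, adjusted p = 0.00276, permutation test). Leaving out the 2 libraries farthest from the median score left r at 0.794 and 0.873. Within dCMML r was 0.910 (rho = 0.664, p = 0.00086, adjusted p = 0.00344, and 0.0932 for rho, permutation test), but it was 0.502 without the 2 farthest libraries (n = 9, p = 0.172, exact permutation test), so this relation rests on those libraries. Within run A r was 0.965 (n = 9, p = 5.24e-05, exact permutation test) and within run B 0.802 (n = 12, p = 0.00183, permutation test).

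With KMT2A, r was 0.141 within run A (n = 9, adjusted p = 0.755 over 4 relations, exact permutation test) and -0.338 within run B (n = 12, adjusted p = 0.560, permutation test). MEN1 had r = 0.614 with PLK1 within pCMML (rho = 0.653, p = 0.0196, adjusted p = 0.0588, permutation test), which did not pass. The other 5 relations, with MEN1 or with the stem and progenitor score, did not pass (adjusted p of at least 0.2201). With the stem and progenitor score, r was 0.271 over 25 libraries (adjusted p = 0.381, permutation test) and -0.0246 within run B (n = 12, adjusted p = 0.939, permutation test). Within run A it was 0.731 (n = 9, rho = 0.7, adjusted p = 0.0491 over 4 relations, and 0.0865 for rho, exact permutation test). All relations within a run pool both classes, so a difference between classes could contribute to them.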

Values the study reported

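The study reported RNA sequencing of peripheral blood mononuclear cells from 25 persons with CMML, 12 with RAS pathway-mutated pCMML and 13 with dCMML that lacked such mutations. It reported 3729 genes as upregulated and 2658 as downregulated in the RAS pathway-mutated samples.
The sizes of these groups differ from those of the groups in the labels, so these counts come from a different division of the samples.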

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

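The run as a factor, the fits within a run, leaving out pCMML 1 and 12, DESeq2 without a filter, the granulocyte precursor and length covariates, halved counts, fry with covariates, the permutation test of list scores, and fits combining these were chosen only after the result was seen. Camera with T cell and monocyte scores as covariates was also chosen then. Leaving out each library in turn gave 2223 to 3052 genes higher and 2118 to 3093 lower in pCMML, and 996 to 1352 and 535 to 875 with an absolute log2 fold change of at least 1, all within 1.5 times the main numbers. Of 25 other settings, 19 kept the number of higher genes and 20 the number of lower genes within that range. The separation of the libraries by class held in all 4 alternatives, and the difference on the first principal component in all 3.

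Without a low-count filter, 10336 genes were higher, 9197 of them by at least 1. Also without pCMML 1 and 12, 1888 were higher and 1112 lower by at least 1, and with no filter and the olfactory receptor share as a covariate 1825 were lower by at least 1. DESeq2 without a filter gave 2135 higher by at least 1. With scaling by library size only, 1559 genes were lower. The olfactory receptor share as a covariate gave 1230 genes lower by at least 1. The mitochondrial share as a covariate gave 1512 higher and 1097 lower. The G2/M score gave 1183 higher, 565 by at least 1, and 1309 lower by at least 1. The granulocyte precursor score gave 425 higher, 224 by at least 1, and 673 lower. Run A alone, with 9 libraries, gave 867 higher and 132 lower, 120 by at least 1. Run B gave 1253 lower by at least 1, and without dCMML 10 1764 higher and 1454 lower. Fewer libraries were tested within a run, and most of the unfiltered calls depend on pCMML 1 and 12, since 2813 of them were made again without this pair. For the others the cause was not tested.

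PLK1 passed the threshold under DESeq2 (1.39), DESeq2 without a filter (1.39), voom with quality weights (1.64), with the mitochondrial share (2.01), within run A (3.47) and without dCMML 10 (2.15), and it reversed with the G2/M score (-0.72). Leaving out each library in turn gave 1.08 to 2.15. The adjusted p over all 50 alternatives ran from 0.00294 to 0.956. The number of study genes past the threshold was 8, and 7 to 9 with each library left out. It was 5 with the mitochondrial share, 5 with T cell and monocyte scores, 2 with the G2/M score, 5 in run A, 4 in run B without dCMML 10, and 1 with the granulocyte precursor score. The G2/M and precursor scores differ between the classes, so as covariates they could also remove true differences in division genes. The other causes were not tested, except that run fits hold fewer libraries.

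Of the changes of named genes under settings other than leaving out 1 library, 732 kept direction and side of the threshold, 70 lost it, 18 passed it and 17 reversed. With the G2/M score, which could also remove a true difference in division genes, WEE1 was -0.0872, CDC45 -0.14, CTSG -0.13 and KMT2C 0.0308. With the granulocyte precursor score, AURKA was -0.15 and KMT2A 0.21. Within run A, KMT2A was 0.00517, SETD1A 0.00385, MEN1 0.0195, PTPN11 0.0948 and NF1 -0.24. NF1 was also -0.25 with the mitochondrial share, -0.10 with the olfactory receptor share, -0.13 with that share and no filter, -0.00850 with the run as a factor and -0.00300 in run B without dCMML 10. The cause was not tested. IGLL1 was tested in 15 of the 25 fits that left out 1 library, since the filter removed it from the others.

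Under camera with an estimated correlation the adjusted p was 0.213 for the G1/S list, 0.174 for the G2/M and granulocyte precursor lists, and 0.304 for the stem and progenitor, T cell and NK cell lists. With the olfactory receptor share it was 0.0734 for the stem and progenitor and NK cell lists. With T cell and monocyte scores it was 0.846 for T cells and 0.301 for NK cells, while fry gave 0.264 for NK cells and 0.0193 for T cells, whose mean log2 fold change was then 0.00278. The T cell list with the T cell score, and the granulocyte precursor list with its own score (mean 0.00957), could not have come out otherwise and show nothing about these lists. With the granulocyte precursor score camera gave 5.09e-05 for the G2/M list, 0.00649 for the G1/S and stem and progenitor lists, 0.997 for its own list, 0.537 for T cells and 0.173 for NK cells, and the ERK target (0.734), monocyte (0.537), erythroid (0.537) and B cell (0.997) lists reversed. By fry with that score it was 0.485 for the G2/M and stem and progenitor lists and 0.738 for the G1/S, T cell and NK cell lists, and the granulocyte precursor, ERK target, monocyte and erythroid lists (0.738) and the B cell list (0.981) reversed. In run A the monocyte (0.569) and erythroid (0.748) lists reversed, and in run B the stem and progenitor list had 0.0665. The monocyte list reversed in the permutation test of its score (0.964). The other causes were not tested.

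The mitochondrial difference lost the threshold as a difference in medians (0.387 percentage points), in run A (0.00700), in run B (0.476) and without pCMML 1 and 12 (0.446), and was 0.430 to 0.563 with each library left out. The difference in genes detected reversed to -146.5 for medians, -531 in run B and -563 without pCMML 1 and 12. The 10 highest genes' share reversed to 1.34 for medians and 2.03 in run A, and hemoglobin to -181 for medians and -103 in run A. With each library left out, hemoglobin ran from -75.6 (without pCMML 7) to 260 and olfactory receptor genes from 12.2 to 20.1 CPM, past the threshold without pCMML 7, pCMML 8 or pCMML 10. The cause was not tested.

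With scaling by library size only, r of PLK1 was 0.114 with KMT2A and 0.0791 with the stem and progenitor score within pCMML. Without the 2 farthest libraries it was -0.0138 with MEN1, -0.312 with KMT2A within pCMML, and within dCMML -0.534 with MEN1 and 0.502 with the G2/M score. It was 0.141 with KMT2A in run A, and with the stem and progenitor score 0.731 in run A and -0.0246 in run B. The cause was not tested. Thinning to 17586556 counts left 2463 genes higher and 2700 lower of 18408 tested, so depth limits which genes can be tested more than how many are called. No paired analysis was possible because replicate numbers follow accession order only.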

Other observations

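The tests of the runs, gene length, the granulocyte precursor score, the G2/M list by fry with T cell and monocyte scores, the unfiltered calls, the list splits and dCMML 10 were chosen only after the result was seen. The tests of the number of calls under other splits, of low expression and background, and of depth were written before.

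Of 100 splits of the 25 libraries into 14 and 11, 1 had as many calls as the classes, and it was the class split itself. The other splits had a median of 0 calls and at most 776, so an arbitrary division of the libraries does not account for the 5354 calls. After thinning to equal depth 89.2% of the calls were made again in the same direction, with the run as a factor 93.4%, and with the gene-length trend 76.9%. Depth, run and length therefore account for a minority of the calls at most. With the mitochondrial share as a covariate, fewer were made again, 1324 of the 2710 higher and 821 of the 2644 lower calls. That share differs between the classes, so this fit cannot tell a technical cause from a difference between classes.

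The same splits gave a different picture for the list tests. A camera p as small as that of the classes arose in 11 splits for the G1/S list, 8 for G2/M, 20 for stem and progenitor genes, 3 for granulocyte precursors, 19 for T cells and 22 for NK cells. Camera p with a preset correlation is thus too small for lists whose genes vary together in blood. For 5 of these 6 lists, 8 or more of the 100 splits gave a p as small, so these results are within reach of an arbitrary division. The granulocyte precursor result was reached less often, in 3. The 100 splits hold the class split itself, so each count may include it. The permutation tests of the scores, which keep the correlation between genes, passed for all 6.

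Without a low-count filter, 27.2% of the 10336 genes called higher were called again without pCMML 1 and 12, that is 2813, while leaving out each of 20 other pairs of pCMML libraries kept 9635 to 10262. A median of 87.9% of the pCMML CPM of these genes lay in this pair, which makes up 14.3% of the pCMML libraries. Background reads, such as those from genomic DNA, are a candidate explanation of most unfiltered calls, and a biological origin in these donors was not tested. The filtered fit had 324 calls higher in pCMML with a mean CPM under 1. Of these, 54.9% were made again with the olfactory receptor share as a covariate and 71.6% without the pair. Background, as measured here, therefore does not account for most of them. Of the 2386 higher calls with a mean CPM of 1 or more, 83.8% were made again with that covariate. Calls of low expression were thus lost more often, and background could account for some of them.

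The G2/M genes could be higher because cells divide more or because more dividing precursors circulate. With T cell and monocyte scores as covariates the G2/M list still passed by fry (adjusted p = 0.0130, 45 of 52 genes higher). This argues against a different share of T cells and monocytes, as these scores measure it, as the whole account of the list. With the granulocyte precursor score the list did not pass by fry (adjusted p = 0.485). By camera with that score it did (adjusted p = 5.09e-05, 43 of 52 genes higher). The tests with the precursor score cannot tell more division from more circulating precursors. That score differs between the classes and rises with the G2/M score within pCMML (r = 0.864, p = 6e-05, permutation test). The covariate would therefore also remove a true difference in division, if there is one. Within dCMML r was 0.403 (p = 0.222, permutation test), without dCMML 10 it was 0.896 (n = 10, p = 0.00026, permutation test), and without the 2 libraries farthest from the median precursor score, which leaves dCMML 10 in, it was 0.0380 (n = 9, p = 0.940, exact permutation test). The relation within dCMML therefore depends on which libraries are used. Bulk counts hold no cell numbers, and sorted or single cells were not analysed here. In its larger cohort, the study reported more circulating immature myeloid cells and blood blasts in pCMML than in dCMML. It also reported higher PLK1 in sorted monocytes of RAS-mutant pCMML than in those of RAS wild-type dCMML.

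dCMML 10 had the highest PLK1 of the dCMML libraries, 6.41 CPM. A mislabelled pCMML sample would be likely to have a high granulocyte precursor score, but its score was -1.20, below the lowest pCMML score of -0.687. Its NK cell score was 2.77, against at most 1.16 in the other libraries, so dividing T and NK cells are a candidate explanation of its PLK1.

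The difference of PLK1 between classes was larger in run A than in run B, with an unadjusted p of 0.00419 for the interaction. This gene was singled out after its values by run were seen, and the adjusted p over all genes was 0.178. It is not specific to PLK1, since WEE1, CDC45 and MEN1 had the same adjusted p of 0.0383 over the 18 study genes. Without dCMML 10 the log2 fold change of PLK1 in run B was 1.38 in place of 0.19, and the interaction was -2.12 for PLK1 (unadjusted p = 0.0293), -1.63 for WEE1, -2.63 for CDC45 and -0.97 for MEN1, with an adjusted p of 0.120 over the study genes for each. A different make-up of the donors in the runs could produce this as could a technical difference, and neither was tested.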
